A study of Mus musculus with 14 samples. Its data were reported in "Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics" (2023).

How the data were processed

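H3K27me3, the histone mark laid down by Polycomb repressive complexes at silenced genes, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) of whole mouse cerebellum. The labels give 14 libraries. An age series holds 9 of them, from mice at postnatal day 7 (P7), day 14 (P14) and day 60 (P60), 3 libraries per stage. The other 5 come from a knockout experiment, with 2 wild-type libraries (Kdm6b-WT) and 3 libraries from mice with a conditional deletion of Kdm6b (Kdm6b-cKO), which encodes an H3K27 demethylase. The series record calls the libraries biological replicates. According to the paper, each age-series replicate pooled more mice at P7 than at P14 and used a single mouse at P60. Mice of both sexes were used. Pool size therefore changed with stage. Per the labels, chromatin was fixed with formaldehyde and sheared by sonication, and libraries were read as single ends.

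The submitters' notes say that reads were checked with FastQC, trimmed with Trimmomatic 0.38 and aligned to mm10 with STAR 2.7.2b, and that MACS2 2.1 called broad peaks at a false discovery rate threshold with 1 list per sample. No input library is named. The authors also used bedtools 2.25.0 and DESeq2 1.36.0 for their own comparisons, which were not repeated here because they need read counts. Each deposited list gives the position of every peak with 3 kinds of value made by the authors: fold enrichment over the background of the same library (a ratio), −log10 p and −log10 q, and a score equal to 10 times −log10 q. The lowest −log10 q was near 1.00 in every list, so the lists hold peaks weaker than the named threshold. Fold enrichment, −log10 q and score are set within a library and were used only to rank peaks within a list. The number of reads per library is not given in the sources used here, so the depth behind each list is unknown and no counting interval was computed.

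Peak positions of the age series were read as GRCm38 (mm10). Promoters were windows of 3 kb on each side of every annotated transcription start site (TSS) of 21938 protein-coding genes in GENCODE vM21. For each gene and library, promoter coverage was the percent of the gene's most covered window that lay under peaks. That window could differ between libraries. A promoter was called marked when 1 bp or more was covered. Peaks were assigned to promoter, then gene body, then intergenic sequence. All peaks of the 9 libraries were merged where they overlapped or touched, which gave 39220 regions, and the 5 libraries of the knockout experiment gave 48868 regions in the same way. A library had a region if 1 of its peaks overlapped it by 1 bp or more. Between a pair of groups, a region was lost if every library of the first group and no library of the second had it, gained in the opposite case, and kept if all libraries of both had it.

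Values per library were compared by two-sided exact permutation tests. Over the 3 stages the statistic was the between-stage sum of squares over all 1680 arrangements, and the smallest possible p was 0.00357. With 3 libraries against 3, or 2 against 3, the smallest possible p was 0.10. Overlap of peak positions was the Jaccard index in base pairs. Promoter coverage was compared between stages with limma 3.58.1 (trend and robust variance) over the 5120 genes marked in 2 or more of the 9 libraries, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. The limma steps were tested on simulated data, in which values of genes were changed by known amounts. Odds ratios used Fisher's exact test, two-sided, with regions or genes as units. These units are not replicates, and the p-values of the tests over libraries measure the spread between samples. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, bedtools 2.31.1 and R 4.3.3 were used.

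There were 21 fixed gene lists. The 14 gene groups were granule neuron progenitor genes, mature granule neuron genes, glutamate receptors, GABA receptors, potassium channels, sodium, calcium and HCN channels, synaptic vesicle genes, Hox genes, transcription factors of other lineages, secreted morphogens, H3K27 methylation enzymes and Polycomb subunits, clustered protocadherins, ribosomal protein genes as an unmarked control and olfactory receptor genes as a control in closed chromatin. The 7 cell type lists were markers of Purkinje cells, astrocytes and Bergmann glia, the oligodendrocyte lineage, microglia, inhibitory interneurons, endothelial and mural cells, and unipolar brush cells. Some genes stand in more than 1 list. Each list was tested on its mean promoter coverage per library, with adjustment over the 21 lists, and its members passing limma were counted over all genes tested and also adjusted over the list alone. Where a list is said to have fallen more or less than others, its change was ranked among 10000 random lists of as many genes, matched in 20 bins of coverage at the earlier stage. Genes are the units of this ranking, so its p-values do not measure the spread between libraries. Neighbouring genes that share peaks are not independent, and the random lists do not allow for that.

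Named genes followed a fixed rule. It took the genes Grin2c, Grm4, Mycn, Myc, Atoh1 and Kdm6b whatever their values, the 12 genes with the highest mean coverage among those marked in every P7 library and in no P60 library, and 12 in the opposite direction. It also took up to 4 members of each list past the limma threshold with the largest change, or the 2 with the highest coverage where none passed, and the 3 longest intergenic regions lost and gained. Predicted genes without a name were left out of the 12, and some genes the rule took are not reported here.

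Alternatives were a −log10 q of 4 or more, every list kept to the same covered length or to the same number of peaks by −log10 q, a TSS window of 1 kb, only the 5′ end of each gene, 50 percent of a region covered, peaks within 3 kb merged, an arcsine square root scale, coverage divided by the mean of the library, genes marked in 1 or more libraries, replicate number as a block, and each library left out in turn. A −log10 q of 2 or more, peaks of 300 bp or more, all annotated genes and the removal of 3 libraries with narrow peaks were added after seeing the data.

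Over most of the genome, positions of the 5 knockout-experiment lists did not line up with those of the age series although the labels name the same build. Some stretches did line up, such as the start of chromosome 4, where 85.3% of P14 peak length was shared with no shift. These lists were therefore compared only with each other, by peak number, covered length and shared regions. No gene, promoter or gene list was assigned to them, and they were not set against the age series gene by gene.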

Results

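H3K27me3 peaks were listed for 14 libraries of whole mouse cerebellum. The age series, with 3 libraries each at P7, P14 and P60, spans the weeks in which granule neuron progenitors leave the cell cycle and granule neurons mature. It asks where this repressive mark is lost and gained over that time. The knockout experiment, with 2 Kdm6b-WT and 3 Kdm6b-cKO libraries, asks what happens to the mark when the demethylase Kdm6b is conditionally deleted. The 9 lists of the age series held between 6905 and 15600 peaks, which covered between 1.48 and 15.2 Mb. The number of reads behind each list is unknown. Means are given with the SD over the libraries of a group. Promoter coverage is the percent of a gene's most covered TSS window under peaks, and positions are on GRCm38.

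Less of the genome lay under H3K27me3 peaks in the older cerebellum, and less of what remained lay at promoters. Peaks covered 10.3 ± 4.26 Mb at P7, 6.89 ± 2.92 Mb at P14 and 2.64 ± 1.08 Mb at P60, and the stages differed (two-sided exact permutation p = 0.0464). Marked protein-coding genes numbered 4254 ± 872, 3371 ± 630 and 1970 ± 444 in the same order (exact p = 0.0143). Promoters held 54.3 ± 2.39% of the covered length at P7, 46.8 ± 1.48% at P14 and 31.8 ± 14.7% at P60 (exact p = 0.0429), while intergenic sequence held 31.5 ± 1.59%, 36.5 ± 1.37% and 49.4 ± 12.3% (exact p = 0.0393). The share of peaks wider than 1 kb was 30.6 ± 6.73%, 17.0 ± 9.78% and 4.50 ± 6.09% (exact p = 0.0214). Mean CpG density of the peaks was 36.6 per kb at P7, 40.8 per kb at P14 and 25.6 per kb at P60 (exact p = 0.0393), against 8.26 per kb in the genome.

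Peak number itself was not separable between the stages, with 12027 ± 3277, 11431 ± 1702 and 9911 ± 4930 peaks (exact p = 0.75), nor was the promoter share of peaks, with 40.3 ± 2.16%, 33.6 ± 1.27% and 26.4 ± 11.2% (exact p = 0.111). The Jaccard index of peak positions averaged 0.424 between P7 libraries, 0.326 between P14 libraries, 0.180 between P60 libraries, 0.302 between P7 and P14, 0.158 between P14 and P60 and 0.119 between P7 and P60. Pairs of the same stage exceeded pairs of different stages by 0.117 (exact p = 0.00357, the smallest the design allows). The P60 libraries were unlike each other. Each came from a single mouse, while P7 and P14 libraries pooled mice, so their spread cannot be separated from pool size. The tests over libraries made no allowance for this. P60 replicate 3 overlapped the P14 libraries (0.241, 0.237 and 0.224) and P7 replicates 2 and 3 (0.208 and 0.215) more than P60 replicates 1 and 2 (0.152 and 0.173). In P60 replicates 1, 2 and 3 the median peak widths were 134, 149 and 410 bp, the promoter shares of covered length 19, 28.4 and 47.8%, and P60 replicate 1 alone held 529 peaks on chromosome Y. The difference in covered length no longer passed without P60 replicate 1 (exact p = 0.107), 2 (0.139) or 3 (0.0714), P14 replicate 2 (0.107), or P7 replicate 1 (0.107) or 2 (0.0964), and not with only peaks of −log10 q of 4 or more (0.129). The difference in promoter share of peaks passed without P60 replicate 3 (exact p = 0.00357).

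**Figure D1:**
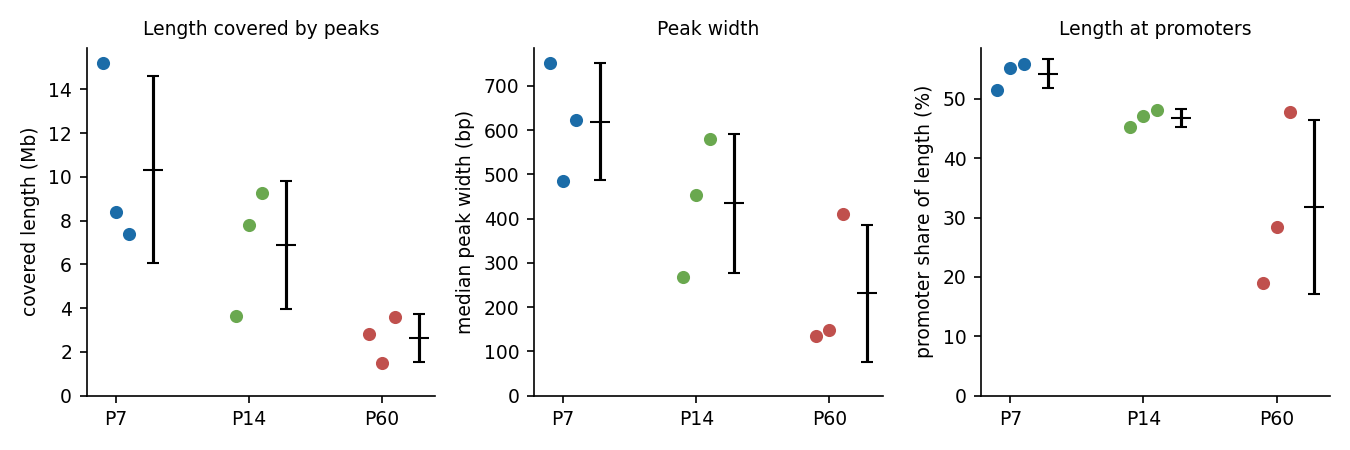
Covered length in Mb, median peak width in bp and the promoter percent of covered length for each of the 9 age-series libraries (points), with the mean and SD of each stage beside them (horizontal mark and error bar). All 3 P60 libraries covered between 1.48 and 3.61 Mb, below every P7 library, and P60 replicates 1 and 2 had the narrowest peaks.

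Regions that lost their peaks were mostly promoters, and regions that gained peaks were mostly not. From P7 to P60, 2370 regions were lost, present in every P7 and no P60 library, and 135 were gained, while 1628 were kept. Promoters held 38.1% of kept regions and 22.0% of all 39220 regions. Lost regions lay at promoters in 60.9% of cases (1444 regions) and gained regions in 38.5% (52 regions). The odds ratio was 2.49 with a 95% interval of 1.74 to 3.55 (Fisher's exact p = 4.81e-07, regions as units). From P7 to P14, 651 regions were lost and 369 gained, at promoters in 60.5% and 22.5% of cases (odds ratio 5.28), with 55.3% for kept regions. From P14 to P60, 1258 were lost and 98 gained, at promoters in 52.9% and 23.5% of cases (odds ratio 3.67), with 38.1% for kept regions. Lost regions had a median width of 1659 bp and gained regions of 490 bp between P7 and P60.

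Of the 3 longest lost intergenic regions, 2 had SoxB transcription factor genes of neural progenitors nearest. The longest was on chromosome 14 at 118224791 to 118229163, 4068 bp from Sox21, and its peaks covered between 748 and 3612 bp in the P7 libraries and 0 bp in each P60 library. A region of 4197 bp on chromosome 8 at 12427543 to 12431739, 27416 bp from Sox1, and a region of 4251 bp on chromosome 12 at 86210869 to 86215119, nearest to Gpatch2l, were lost likewise. The longest gained intergenic regions were shorter. They were 2073 bp on chromosome 2 at 152048026 to 152050098 (nearest gene Scrt2), 1461 bp on chromosome 2 at 63701934 to 63703394 (Fign) and 1358 bp on chromosome 10 at 120271781 to 120273138 (Llph).

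Other arrangements of the same 6 libraries gave as many gained regions in 4 of 20 from P7 to P60 (highest count 224 apart from the exchange of the stages), 7 of 20 from P14 to P60 (439) and 3 of 20 from P7 to P14 (409), the real one included, while lost regions were most numerous in the real arrangement (1 of 20) in each comparison. The counts of gained regions depended on single libraries: from P7 to P60 they were 257, 322 and 922 without P60 replicates 1, 2 and 3, from P14 to P60 they were 194, 242 and 823 without the same libraries and 156 without P14 replicate 2, and from P7 to P14 they were 1012, 584 and 852 without P14 replicates 1, 2 and 3 and 588 without P7 replicate 1. Lost regions numbered 3760 from P7 to P60 and 1490 from P7 to P14 without P7 replicate 3, 1017 from P7 to P14 without P14 replicate 3, and 2803 and 1905 from P14 to P60 without P14 replicate 1 and P60 replicate 3. More regions were gained than lost from P7 to P14 without P14 replicate 1 (1012 against 689), without the 3 libraries with narrow peaks (1012 against 686) and at −log10 q of 4 or more (149 against 96). The balance turned in all 3 comparisons when every list was kept to the same covered length, with 107 regions lost and 414 gained from P7 to P60, 71 and 205 from P7 to P14, and 149 and 230 from P14 to P60, but equal lengths of narrower peaks make more regions at P60 by construction. With the same number of peaks in every list, 1353 were lost and 102 gained from P7 to P60. The promoter odds ratio from P7 to P60 was 20.6 at equal covered length, 5.84 with the same number of peaks and 8.30 without P60 replicate 3. It was 13.8 at −log10 q of 4 or more, 5.71 at 2 or more and 4.29 without the 3 libraries with narrow peaks. It did not pass with peaks of 300 bp or more (1.62, Fisher's exact p = 0.440) or with 50 percent of each region covered (1.93, Fisher's exact p = 0.158).

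**Figure D2:**
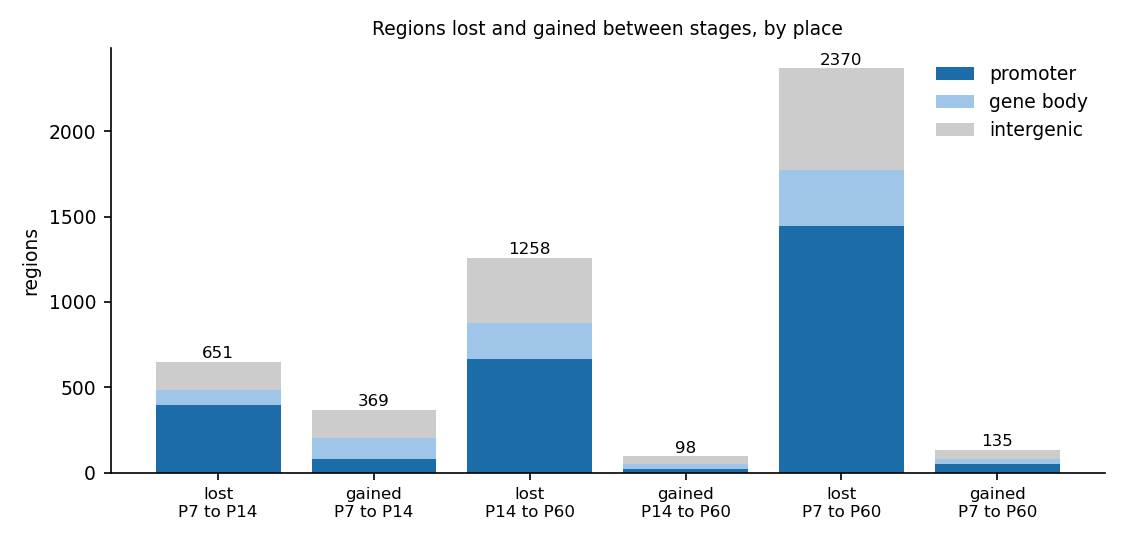
Numbers of regions lost and gained between stages, each bar divided into regions at promoters, in gene bodies and in intergenic sequence. Lost regions outnumbered gained ones in all 3 comparisons of the lists as deposited and had the larger promoter share (60.9% against 38.5% from P7 to P60), while equal covered lengths, which give more regions to the list with narrower peaks, gave more gained than lost regions (414 against 107).

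From P7 to P60, promoter coverage by listed peaks fell at far more genes than it rose. The depth behind the lists is unknown, so a fall in coverage need not be a loss of the mark. In limma over 5120 genes, coverage fell at 2347 promoters and rose at 31. Grin2c, the NMDA receptor subunit that appears in maturing granule neurons (chromosome 11, 115249169 to 115267243), fell from 30.8 ± 3.11% at P7 to 0% in all 3 P60 libraries (limma adjusted p = 0.00204), with 13.7 ± 11.9% at P14. Grm4, a metabotropic glutamate receptor of granule neuron terminals (chromosome 17, 27422387 to 27521403), fell from 38.0 ± 9.60% to 0% (adjusted p = 0.000849), a call that ended when only the 5′ end of the gene was used (adjusted p = 0.135). Among the 12 promoters with the highest P7 coverage of those unmarked at P60 were Rara, the retinoic acid receptor alpha (66.7% at P7), the forebrain factor Emx1 (61.9%), Nptx1, a neuronal pentraxin that clusters glutamate receptors (56.7%), Hmx3 (50.9%), Slc12a5, the potassium-chloride cotransporter of mature neurons (50.6%), and Sall1 (50.4%). The others were Adm, Ccdc106, Grm6, Mkx, Barx2 and Msx3, and limma's adjusted p of the 12 lay between 0.000490 and 0.00619.

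Promoter coverage was lower at P60 at genes of mature granule neurons and of neuronal excitability, but among these only the mature granule neuron list fell further than random lists of matched P7 coverage (-13.6 against -11.7 points, adjusted p = 0.00525). Sodium, calcium and HCN channels, glutamate receptors, potassium channels and synaptic vesicle genes did not (adjusted p = 0.481, 0.601, 0.967 and 0.977). Promoter coverage of the 30 mature granule neuron genes averaged 14.1 ± 3.87% at P7, 3.34 ± 2.15% at P14 and 0.562 ± 0.430% at P60 (exact permutation p adjusted over the 21 lists = 0.0214, each P60 library below each P7 library). Of 17 members tested, 13 fell from P7 to P60 over all genes and 16 adjusted over the list alone, among them Kcnk9, a leak potassium channel (54.0% to 2.65%, limma adjusted p = 0.000769), and Rbfox3, which encodes the neuronal marker NeuN (39.6% to 0%). Glutamate receptors averaged 14.6, 7.24 and 1.54% over the stages (adjusted p = 0.0214), and 11 of 18 tested members fell by either count. Potassium channels averaged 16.0, 8.45 and 2.24% (adjusted p = 0.0214), and 39 of 60 fell, or 43 adjusted over the list alone, such as Kcnc4, which fell by 44.4 points (limma adjusted p = 0.000523), and Kcnk12. Sodium, calcium and HCN channels averaged 13, 4.53 and 1.12% (adjusted p = 0.0214), and 16 of 24 fell, or 17 adjusted over the list alone, with Cacna1i, a T-type calcium channel, at 43.2 ± 5.14% at P7 and 0% at P60. Synaptic vesicle genes were less marked, at 4.75, 2.06 and 0.862% (adjusted p = 0.0375), with 8 of 24 lower and 1 higher by either count, Syt2 among the lower. GABA receptors did not pass as a list (4.97, 2.02 and 0.947%, adjusted p = 0.117), and 3 of 8 fell by either count: Gabrd (fell by 15.1 points, limma adjusted p = 0.00899), Gabra5 and Gabbr2.

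Promoter coverage fell at regulators of development too. From P7 to P60, Hox genes (-20.8 against -18.1 points) and other-lineage factors (-21.9 against -19.5) fell further than random lists of matched P7 coverage (adjusted p = 0.00210 for each). That ranking has genes as units, and the olfactory control passed it too (adjusted p = 0.00525). Over libraries, the exact permutation p from P7 to P60 was 0.1 for each of these lists, the smallest that 3 against 3 allows. With only peaks of −log10 q of 4 or more, none of the 21 lists passed, neuronal ones included. Hox genes then changed by -2.99 points (adjusted exact p = 0.433) and mature granule neuron genes by -4.15 points (adjusted exact p = 0.165). The 39 Hox genes, which set position along the body axis and are silent in cerebellum, averaged 21.1 ± 7.76% at P7, 17.4 ± 8.72% at P14 and 0.300 ± 0.454% at P60 (adjusted exact p = 0.0469), and 27 fell over all genes from P7 to P60, or 28 adjusted over the list alone. Examples are Hoxc5 (39.4% to 0%, limma adjusted p = 0.00367) and Hoxa13 (31.6% to 0%, 0.00177). Transcription factors of other lineages went the same way, at 22.8, 18.1 and 0.854% (adjusted exact p = 0.0469), with 38 of 50 lower, or 41 adjusted over the list alone, such as the heart and gut factor Gata4 (43.7% to 0%) and Tbx1 (38.7% to 0%). Secreted morphogens averaged 24.9, 15.4 and 2.86% (adjusted exact p = 0.0214), with 40 of 51 lower, or 43 adjusted over the list alone, among them Wnt3a (54.9% to 0.35%, limma adjusted p = 0.000716) and Wnt10b (55.5% to 1.33%). H3K27 methylation enzymes and Polycomb subunits averaged 8.33, 2.91 and 1.27% (adjusted exact p = 0.0214), with 4 of 6 lower by either count, including Bmi1 (43.3% to 0%), Cbx2 (15.6% to 0%) and Cbx8. The granule neuron progenitor genes did not pass (12.8 ± 4.10, 10.5 ± 4.83 and 1.95 ± 2.26%, adjusted exact p = 0.0574), although 7 of 17 fell by either count, including Hes5, a Notch target (40.5% to 0%, limma adjusted p = 0.00106), Sox2 (40.4% to 0%, 0.00138), Id3 and the cyclin gene Ccnd1 (55.4% to 3.55%).

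Markers of other cell types moved with these groups. Inhibitory interneuron markers averaged 26.3, 18.0 and 1.17% (adjusted exact p = 0.0333), and 9 of 11 fell by either count, such as Lhx9 (fell by 46.2 points, limma adjusted p = 0.00106) and Npy. Unipolar brush cell markers averaged 19.1, 10.1 and 1.93% (adjusted exact p = 0.0375), with Lmx1a, Eomes and Calb2 lower among 5. Oligodendrocyte lineage markers averaged 11.5, 9.14 and 1.36% (adjusted exact p = 0.0375), with 3 of 6 lower, or 4 adjusted over the list alone: Pdgfra (fell by 45.1 points), Olig1 (fell by 29.5 points) and Sox10. Endothelial and mural markers averaged 11.4, 8.45 and 2.37% (adjusted exact p = 0.0469), with Flt1 and Cldn5 lower among 4 by either count. Purkinje cell markers averaged 8.39, 4.06 and 0.779% (adjusted exact p = 0.0214), with Rora (30.5% to 0%), Foxp2 and Skor2 lower among 5, all 5 of which passed when adjusted over the list alone. Astrocyte and Bergmann glia markers (5.01, 6.52 and 0.996%, adjusted exact p = 0.233) and microglia markers (1.26, 1.08 and 0.482%, adjusted exact p = 0.304) did not pass, with Gdf10 lower among 6 tested in the first and none in the second, whose best covered members were C1qa (12.8, 11.9 and 5.02%) and Itgam.

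The control lists carried little of the mark. Ribosomal protein genes averaged 1.10, 0.394 and 0.214% (adjusted exact p = 0.0281), and Rpl26 and Rpl17 fell among 14 tested, 1 of them when adjusted over the list alone. Olfactory receptor genes averaged 0.105, 0.0988 and 0.0518% (adjusted exact p = 0.418), with Olfr94 lower among 26 tested and none when adjusted over the list alone. This control nevertheless ranked below nearly all random lists of matched coverage, with -0.00659 points against a median of 0.0846 from P7 to P14 (percentile 0.06, adjusted p = 0.00588) and adjusted p of 0.0266 from P14 to P60 and 0.00525 from P7 to P60. Clustered protocadherins averaged 1.08, 0.891 and 0.155% (adjusted exact p = 0.0469) with no call among 15 by either count, and the best covered member, Pcdha11, had 8.58% at P7 and 1.37% at P60 (limma adjusted p = 0.0830). Divided by the mean over all genes of the library, ribosomal, protocadherin and olfactory coverage was higher at P60 than at P7, by 0.25, 0.145 and 0.0668.

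Few promoters rose in coverage. Marcksl1, which encodes an actin-binding protein of developing neurons, rose from 0% at P7 to 19.2 ± 5.13% at P60 (limma adjusted p = 0.00356, marked in 3 of 3 P60 libraries). Gng5 (18.1% at P60, adjusted p = 0.025) and Rab34 (16.6%, adjusted p = 0.0272) rose as well, and so did the replication-dependent histone genes Hist1h2ap and Hist1h2br (both 11.2%, adjusted p = 0.0356) and Hist1h2bf (10.3%, adjusted p = 0.0364). The other promoters marked in every P60 and no P7 library with the highest coverage did not pass: Mycn, B3gnt5 (12.3%), Gnb4 (11.7%), Kit (11.4%), Hist1h2ao and Hist1h2bq (both 11.3%). Mycn, a proto-oncogene that drives progenitor division (chromosome 12, 12936093 to 12941914), had 0% in all P7 libraries, 16.5 ± 11% at P14 and 13.4 ± 19.5% at P60 (limma adjusted p = 0.206 and 0.209 against P7). Myc had 6.98, 21.7 and 2.47%, Atoh1, the factor that specifies granule neuron progenitors, had 14.9, 24.7 and 2.03%, and Kdm6b itself 3.06, 0 and 3.45%, without a call between any stages. Calls of the gained genes were fragile: those of Gng5 and Rab34 ended without P7 replicate 1, 2 or 3 or P60 replicate 3 and that of Gng5 also without P60 replicate 1 (adjusted p between 0.0522 and 0.0896), and the histone calls ended without P7 replicate 1, 2 or 3 or P14 replicate 2 (adjusted p between 0.0502 and 0.0679), those of Hist1h2ap and Hist1h2br also without P60 replicate 1 (0.0721) or 3 (0.0930) and that of Hist1h2bf without P14 replicate 3 (0.0519). Atoh1 passed between P7 and P60 without P14 replicate 1 (0.0349), Gnb4 without P60 replicate 1 (0.0265) or 3 (0.0191), and Hist1h2ao and Hist1h2bq without P14 replicate 1 (0.0434) or 3 (0.0353).

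The excess of losses from P7 to P60 shrank when the shorter covered length of the P60 lists was allowed for. With equal numbers of peaks it stayed, with 1833 lower and 18 higher promoters among 3970 genes. Coverage divided by the library mean gave 1111 lower and 280 higher promoters, and lists of equal covered length gave 250 lower and 49 higher among 1623 genes. Of the 21 lists, 16 passed as deposited and 8 after division by the library mean, namely mature granule neuron genes, granule neuron progenitor genes, sodium, calcium and HCN channels, Hox genes, other-lineage transcription factors, oligodendrocyte lineage and interneuron markers, all lower at P60, and olfactory receptor genes, which were higher. At equal covered length, the lists of progenitor genes, GABA receptors, protocadherins, ribosomal and olfactory genes and of Purkinje, unipolar brush cell and microglia markers were higher at P60 than at P7, and so were Ccnd1, Gabra5, Foxp2 and Flt1, while Hox genes changed by -0.0494 points and other-lineage factors by -0.00716 in place of -20.8 and -21.9. Division by the mean turned Foxp2, Sox10, Cldn5 and Rpl17 upward. Lists that passed numbered 0 without P60 replicate 1, 2 or 3, P7 replicate 1 or P14 replicate 2, 9 without P7 replicate 2, and 7 and 8 without P14 replicates 1 and 3, where an adjusted p of 0.05 itself did not pass. Without the 3 libraries with narrow peaks, 387 promoters fell and 21 rose, and without P7 replicate 2 the rising promoters numbered 17. Leaving out P60 replicate 1 or P60 replicate 2 ended the calls of Gabra5, Gabbr2, Foxp2, Skor2, Eomes, Calb2, Cbx8, Olfr94 and Rpl17 in each case (limma adjusted p between 0.0504 and 0.146). Some of these calls also ended without P7 replicate 1 (Gabra5, Foxp2, Skor2, Eomes and Olfr94) or 2 (Eomes and Olfr94), without P60 replicate 3 (Gabbr2, Skor2, Eomes, Calb2 and Rpl17) or without a P14 library (Gabbr2, Skor2, Eomes, Calb2 and Rpl17), with adjusted p between 0.0525 and 0.131.

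**Figure D3:**
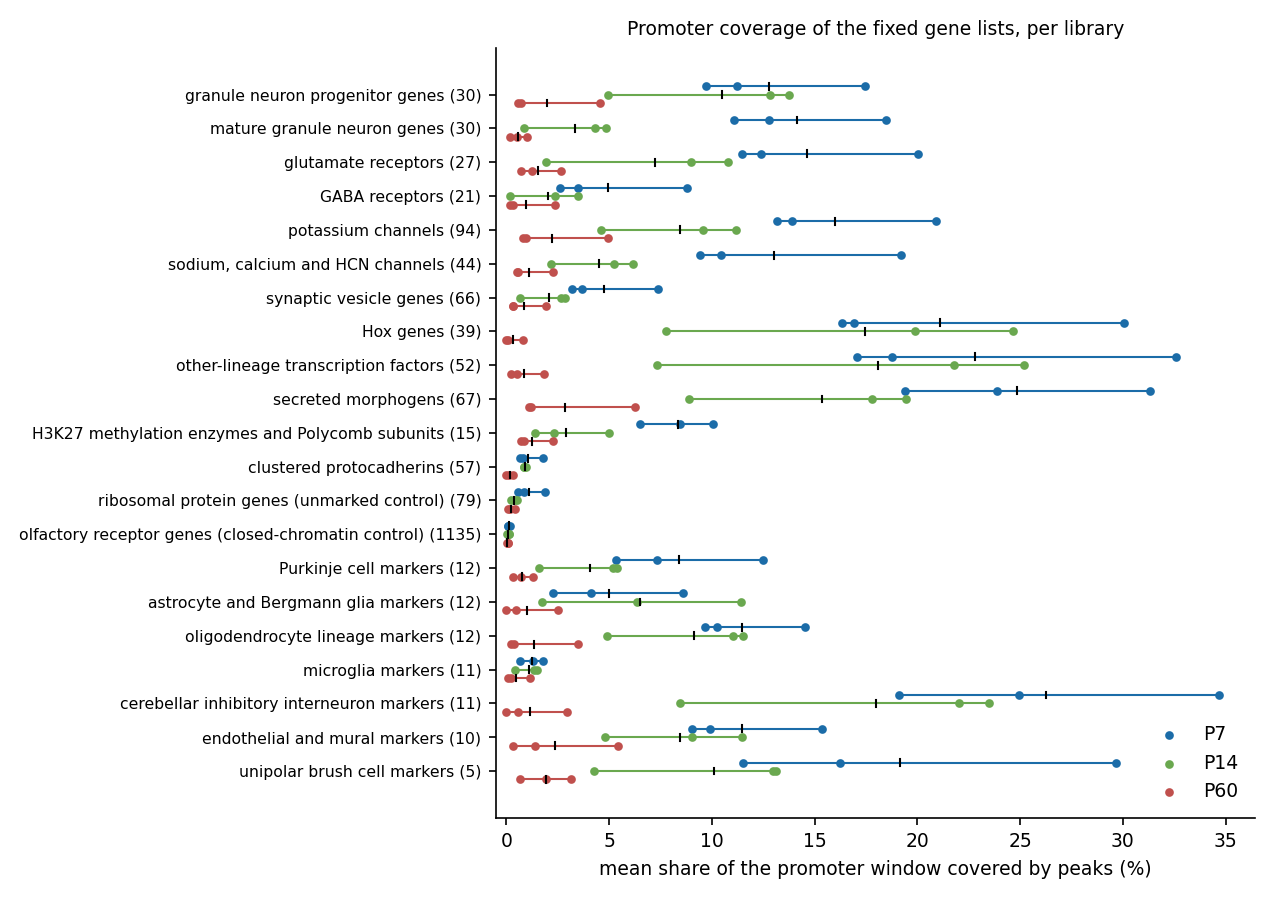
Mean promoter coverage (percent of each gene's most covered TSS window) for each of the 21 gene lists, with a point per library colored by stage, a line over their range and a tick at each stage's mean. Hox genes stayed near P7 levels at P14 (17.4% against 21.1%) while mature granule neuron genes had fallen (3.34% against 14.1%), and after division by the library mean the Hox value was higher at P14 than at P7.

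From P7 to P14, promoter coverage fell at genes of mature granule neurons and of sodium, calcium and HCN channels. In limma 597 promoters fell and 18 rose. Mature granule neuron genes averaged 14.1% at P7 and 3.34% at P14 (exact p = 0.1, the smallest that 3 against 3 allows), and 6 of 17 tested members fell, or 16 adjusted over the list alone. They included Grm4 (fell by 34.6 points, limma adjusted p = 0.00388), Wnt7a, a synapse-organizing Wnt of granule neurons (34.7% to 1.72%, 0.00265), Rbfox3 (39.6% to 8.88%, 0.00305) and Kcnk9 (54.0% to 18.9%, 0.00982). The list fell further than all 10000 random lists of genes with matched P7 coverage (-10.8 points against a median of -5.79, adjusted p = 0.00140). Sodium, calcium and HCN channels also fell further than matched lists (-8.49 against -5.65 points, adjusted p = 0.00210), and 8 of their 24 tested members fell, or 12 with 1 higher adjusted over the list alone. Cacna1i and Hcn2, a pacemaker channel subunit, went from 43.2 and 31.8% to 0% (limma adjusted p = 0.00108 and 0.00272), and Cacna1g fell as well.

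Other genes that fell by P14 were Nptx1 (fell by 48.6 points), Slc12a5 (fell by 38.1 points), Rara (fell by 46.5 points) and Ccdc106 (fell by 51.4 points). Potassium channels as a list fell no further than matched lists (-7.54 against -6.68 points, adjusted p = 0.264). Of them 9 fell, or 11 adjusted over the list alone, with Kcnk12 (49.9% to 1.5%, limma adjusted p = 0.00108) and Kcna2 (30.0% to 0%, 0.0115). Glutamate receptors had 5 lower, or 6 adjusted over the list alone, including Grin2a, an NMDA receptor subunit (16.6% to 0%, 0.0163). Synaptic vesicle genes had 4 lower by either count (Syt2, Rims4, Syt7, Unc13b), Polycomb genes 2 (Bmi1 and Cbx2), and morphogens 4 (Wnt7a, Wnt10b, Fgf5 and Fgf11). Single members fell among Purkinje markers (Rora), ribosomal genes (Rpl26), Hox genes (Hoxa3) and other-lineage factors by either count, and among progenitor genes (Hes5, limma adjusted p = 0.0382) and interneuron markers (Lhx9, 0.0451) over all genes but not adjusted over the list alone. Olfr641 rose by either count (16.9 points, 0.0140). GABA receptors, protocadherins, and astrocyte, oligodendrocyte, microglia, endothelial and unipolar brush cell markers had no call by either count.

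Hox genes and other-lineage factors held their coverage to P14. Hox genes changed by -3.67 points against a median of -9.30 in matched lists, and other-lineage factors by -4.70 against -9.83, both above all 10000 random lists (adjusted p = 0.00140). Progenitor genes (-2.29 against -5.13, adjusted p = 0.0133) and astrocyte and Bergmann glia markers (1.51 against -2.17, adjusted p = 0.0216) also lay above most matched lists. Divided by the library mean, the Hox, other-lineage and progenitor averages were higher at P14 than at P7 by 1.84, 1.61 and 1.13 and the mature granule neuron average was lower (-2.24, exact p = 0.1). Promoters marked in every P7 library and in no later one numbered 324, those marked in every P7 and P14 and no P60 library 465, and those marked in all 9 libraries 620. Another 14 were marked in every P14 and P60 and no P7 library, Mycn, Gng5 and Rab34 among them.

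Counts from P7 to P14 rested on few libraries. The 597 lower promoters became 281 and 174 without P14 replicates 1 and 2, 312 and 310 without P60 replicates 1 and 2, and 978 without P7 replicate 3, and the 18 higher ones became 80, 5 and 28 without P14 replicates 1, 2 and 3, 32 and 8 without P7 replicates 1 and 2, and 6 and 5 without P60 replicates 1 and 2. Coverage divided by the library mean gave 363 lower and 31 higher, lists of equal covered length gave 101 lower and 58 higher, and none passed without the 3 libraries with narrow peaks (limma, 897 at unadjusted p under 0.05).

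**Figure D4:**
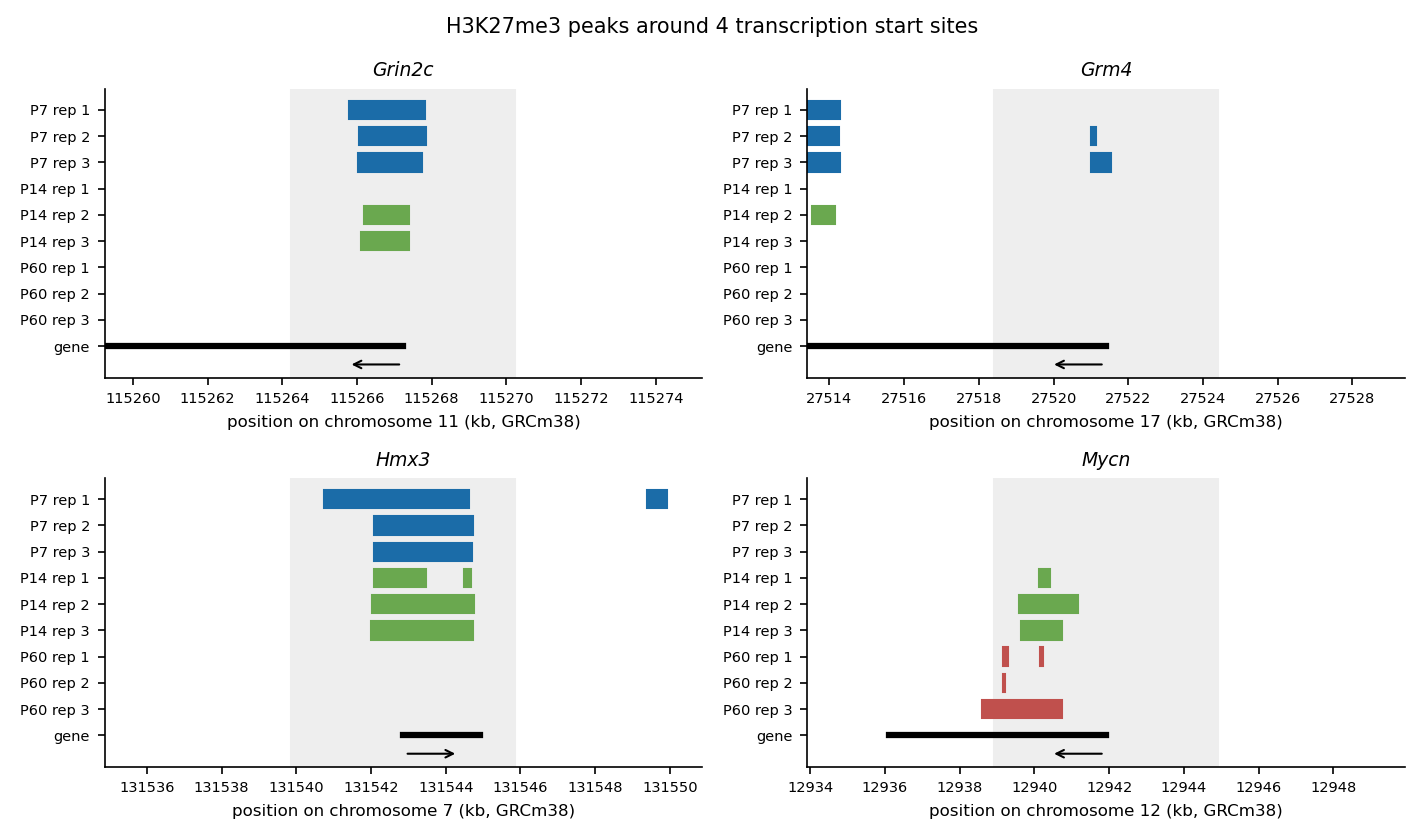
Peaks of the 9 age-series libraries around Grin2c, Grm4, Hmx3 and Mycn, with GRCm38 position in kb on the horizontal axis, boxes for peaks with 1 track per library, a black bar for the gene, an arrow for its direction and a grey band 3 kb on each side of its 5′ end (the peaks at the left edge of the Grm4 panel lie inside the gene). Grin2c and Grm4 had no promoter peak in any P60 library, Hmx3 (chromosome 7) was covered at P7 and P14 (50.9% and 39.3%) and not at P60, and Mycn had no promoter peak at P7.

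From P14 to P60, many peaks that developmental regulators still had at P14 were no longer listed. Not all were gone, as 12 secreted morphogens and 1 other-lineage factor were marked in all 9 libraries. In limma 106 promoters fell and 0 rose, with 1306 of 5120 genes at an unadjusted p under 0.05. Hmx3, a homeobox factor of inner ear and hypothalamus, fell from 39.3% to 0% in all 3 P60 libraries (fell by 39.3 points, SE 7.63, adjusted p = 0.0381), as did Sox2 (36.4% to 0%, 0.0381), and Wnt3a fell from 33.4% to 0.35% (0.0459). Hox genes averaged 17.4% at P14 and 0.300% at P60, a change of -17.1 points against a median of -12.8 in lists matched on P14 coverage (adjusted p = 0.00210), and 3 of 39 fell, or 23 adjusted over the list alone. Other-lineage factors changed by -17.2 points against -13.6, and 2 of 50 fell, or 27 adjusted over the list alone. Of promoters marked in every P7 and P14 and no P60 library, 24 were Hox genes and 31 other-lineage factors, while none of either list was lost by P14. The 63 Hox and other-lineage promoters marked in every P7 and no P60 library had a median rank percentile of 54.8 in the P7 lists, against 84.5 for kept promoters.

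Calls in the other lists from P14 to P60 were most numerous among morphogens, which had 4 lower, or 23 adjusted over the list alone. Progenitor genes had 2, or 7 adjusted over the list alone, and potassium channels 1, or 6 adjusted over the list alone. The remaining lists had none over all genes, while adjusted over the list alone 5 interneuron, 3 oligodendrocyte, 2 endothelial and 1 each of unipolar brush cell and astrocyte markers fell, as did 3 glutamate receptors, 1 sodium, calcium or HCN channel and 1 olfactory receptor. Mature granule neuron, GABA receptor, vesicle, Polycomb, protocadherin, ribosomal, Purkinje and microglia lists had 0 by either count. The 106 lower promoters became 0 without P7 replicate 2 or 3, P14 replicate 2 or 3, or P60 replicate 1 or 2 (limma, between 761 and 1266 at unadjusted p under 0.05), and 349, 1107 and 199 without P7 replicate 1, P14 replicate 1 and P60 replicate 3, with 5, 2 and 4 higher. Coverage divided by the library mean gave 439 lower and 100 higher promoters, and equal covered length 91 and 31.

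The Kdm6b-cKO lists were longer than the Kdm6b-WT lists. The 3 Kdm6b-cKO libraries held 26695 ± 9048 peaks and the 2 Kdm6b-WT libraries 6931 ± 1050 (exact permutation p = 0.2), which covered 18.4 ± 4.70 Mb and 4.63 ± 2.5 Mb (exact p = 0.1, the smallest that 3 against 2 allows). Of 48868 regions, 4594 were in all 3 Kdm6b-cKO and no Kdm6b-WT library, 29 were in both Kdm6b-WT and no Kdm6b-cKO library, and 3070 were in all 5. Regions gained in Kdm6b-cKO had a median width of 1141 bp and totalled 5.55 Mb, and kept regions had a median width of 1866 bp. Gained regions were spread over the genome, from 7.16% of the regions on chromosome 14 to 11.6% on chromosome 11 among the autosomes, with 5.43% on X and 9.24% on Y.

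Many regions of Kdm6b-cKO libraries were in a single library: 34.2, 42.0 and 15.9% of the regions of the Kdm6b-cKO libraries were in no other library, against 13.9 and 7.19% for Kdm6b-WT. The Jaccard index was 0.239 between the Kdm6b-WT libraries, between 0.341 and 0.384 among Kdm6b-cKO libraries, between 0.103 and 0.152 for Kdm6b-WT replicate 1 against Kdm6b-cKO and between 0.214 and 0.304 for Kdm6b-WT replicate 2. With every list kept to the same covered length, 129 regions were gained and 378 lost, and with the same number of peaks 343 were gained and 328 lost. These settings remove a difference in list length by construction, and the excess of gained regions did not stay in either. Other arrangements of these libraries gave at most 491 regions found only in every library of the larger group. With Kdm6b-cKO replicates 1 and 2 as the pair, 5520 regions were in both of the pair only. The excess can therefore not be separated from list length. Thresholds on −log10 q kept the excess, with 407 gained and 10 lost at 4 or more and 1994 gained and 24 lost at 2 or more. Gained regions numbered 7049 without Kdm6b-WT replicate 2 and 10132 without Kdm6b-cKO replicate 3, and lost regions 574 and 848 without Kdm6b-WT replicates 1 and 2 and 49, 72 and 45 without Kdm6b-cKO replicates 1, 2 and 3.

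The deletion of Kdm6b cannot be checked from peaks of a histone mark. The positions of these 5 lists overlapped little with those of the age series although the labels name the same build, with a Jaccard index between 0.00346 and 0.0160 over the 45 pairs of libraries, so no gene or promoter was assigned to them.

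**Figure D5:**
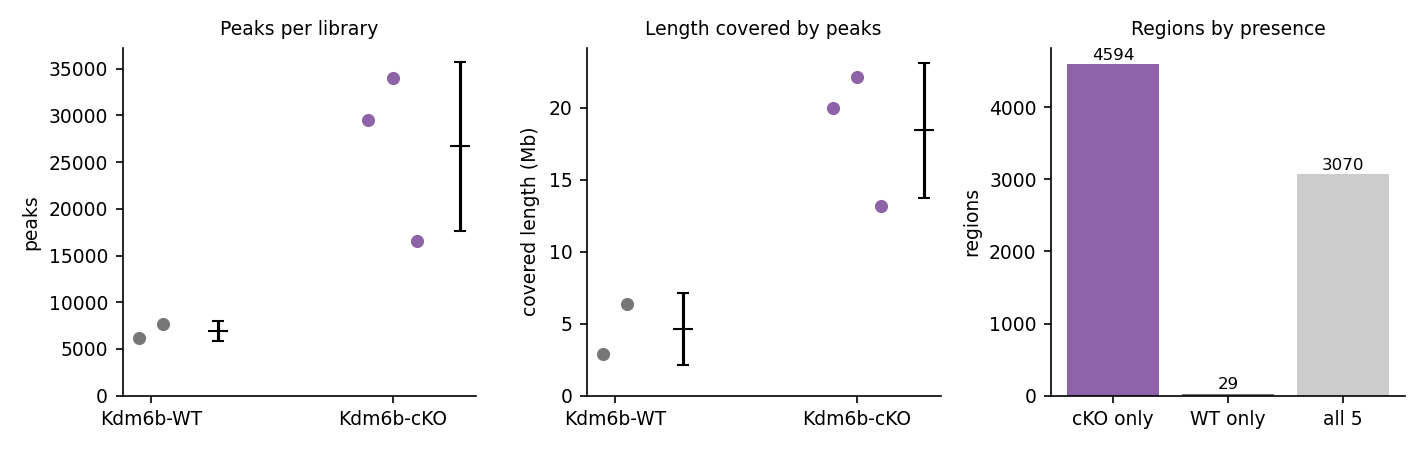
Number of peaks and covered length in Mb of each Kdm6b-WT and Kdm6b-cKO library (points, with mean and SD beside them), and the number of regions in all Kdm6b-cKO libraries only, both Kdm6b-WT libraries only or all 5 (bars). The Kdm6b-cKO libraries covered between 13.1 and 22.2 Mb and the Kdm6b-WT libraries 2.86 and 6.40 Mb, and 4594 regions were in Kdm6b-cKO only against 29 in Kdm6b-WT only.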

Values the study reported

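Across the time points, the study reported 3618 differential H3K27me3 peaks at an adjusted p under 0.05 and an absolute log2 fold change above 2. Of these, 1805 lay at promoters and 1813 elsewhere. The study described local losses as well as local gains between stages. By western blot, it reported more total H3K27me3 at P14 than at P7, with the higher level kept at P60. The peak lists used here do not measure the total level. Between Kdm6b-cKO and wild-type cerebellum at P14, it reported 250 H3K27me3 peaks that were higher and 327 that were lower, at a false discovery rate under 0.05 and an absolute log2 fold change above 1.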

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

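The −log10 q of 2 or more, the peak width of 300 bp or more, the use of all annotated genes and the removal of the 3 libraries with narrow peaks (P14 replicate 1, P60 replicates 1 and 2) were chosen after seeing the data. All other alternatives, the gene lists and the rule for named genes were fixed before the data were examined. From P7 to P60, covered length and the promoter share of peaks were lower and lower promoters outnumbered higher ones in limma under every alternative run for them, but the sizes depended on how the shorter P60 lists were treated. Depth limits every result, since the reads per library are unknown and a shorter list cannot be told from a shallower one by the lists alone. On simulated data, limma recovered 2.99% of promoters changed by 5 points, 7.46% of those changed by 10 points and 22.7% of those changed by 20 points, with 0 false calls among 22. The simulation changed 200 of 5120 genes, while the real fit from P7 to P60 called 2378. These rates therefore need not hold for the real fit. Over 102 named genes, 1981 values under alternatives gave 1693 with the same direction and side of the threshold, 233 weaker, 18 stronger, 23 that moved without a call and 14 that turned. Exact p beside a change from P7 to P60 is that of the test over all 3 stages, and an adjusted p of 0.05 itself did not pass. Where no cause is given below, the cause was not tested.

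With every list kept to the same covered length, regions lost and gained numbered 71 and 205 from P7 to P14, 149 and 230 from P14 to P60, and 107 and 414 from P7 to P60. Promoters higher and lower in limma were 58 and 101, 31 and 91, and 49 and 250 in the same order, over fewer genes. Peak number changed by 4676 from P7 to P60 (3-stage exact p = 0.0429) in place of -2116, as follows from keeping equal lengths of narrower peaks. Mature granule neuron genes changed by -0.803 points (adjusted exact p = 0.0682), progenitor genes by 0.853, Hox genes by -0.0494, other-lineage factors by -0.00716, ribosomal genes by 0.0110, protocadherins by 0.127, Purkinje markers by 0.428 and unipolar brush cell markers by 1.33, and 2 of the 21 lists passed. Ccnd1 changed by 3.55 points, Gabra5 by 1.24, Kcnk4 by 4.33, Fgf11 by 0.739, Wnt1 by 2.19, Bmp2 by 1.69, Foxp2 by 5.14 and Flt1 by 2.56, all upward. In the knockout experiment, peak number changed by -1444 (exact p = 0.3), and 129 regions were gained and 378 lost. With the same number of peaks in every list, regions lost numbered 637 from P14 to P60 and 1353 from P7 to P60, promoters lower from P14 to P60 45 and higher from P7 to P60 18, lists that passed 8, and regions gained and lost in Kdm6b-cKO 343 and 328.

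With coverage scaled to the library mean, promoters higher and lower were 31 and 363 from P7 to P14, 100 and 439 from P14 to P60 and 280 and 1111 from P7 to P60. Kcnk4 changed by 6.12, Rpl17 by 0.547, Foxp2 by 14.1, Sox10 by 6.63 and Cldn5 by 7.96, all upward. Divided by the mean over all genes, progenitor genes changed by -0.834 (3-stage adjusted exact p = 0.0375, with exact p = 0.4 for P7 against P60 alone and averages of 3.13, 4.26 and 2.29 over the stages), olfactory genes by 0.0668, protocadherins by 0.145 and ribosomal genes by 0.25, and 8 lists passed.

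With only peaks of −log10 q of 4 or more, covered length changed by -2.70 Mb from P7 to P60 (exact p = 0.129) and mature granule neuron genes by -4.15 points (adjusted exact p = 0.165), protocadherins changed by 9.74e-05, and 0 lists passed. Regions lost and gained were 96 and 149, 185 and 42, and 510 and 27 in the order of the comparisons above. Promoters lower were 91 from P7 to P14, 0 from P14 to P60 (limma, 224 at unadjusted p under 0.05) and 421 from P7 to P60, with 8 higher in the last. In Kdm6b-cKO peak number changed by 1614 (exact p = 0.1) and covered length by 1.62 Mb (exact p = 0.1), with 407 regions gained and 10 lost. With −log10 q of 2 or more, the promoter share of peaks changed by -25.5 points (exact p = 0.0393), 10 lists passed, regions lost from P7 to P14 were 378 and gained from P14 to P60 57 and from P7 to P60 45. Promoters higher were 3 from P14 to P60 and 10 from P7 to P60, and 339 were lower from P14 to P60. Kdm6b-cKO then had 1994 regions gained, with changes of 8745 in peak number (exact p = 0.2) and 7.69 Mb in covered length (exact p = 0.1).

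With peaks of 300 bp or more, the promoter odds ratio was 1.62 (Fisher's exact p = 0.440), regions gained were 124, 8 and 16, promoters lower from P14 to P60 277 and higher from P7 to P60 7, and regions lost in Kdm6b-cKO 18. With 50 percent of the region covered, the odds ratio was 1.93 (Fisher's exact p = 0.158), regions gained were 207, 25 and 20, and regions lost from P14 to P60 510. With a TSS window of 1 kb, Cbx8 changed by 0.733 points, promoters higher were 29 from P7 to P14 and 7 from P14 to P60, promoters lower from P14 to P60 500, and 9 lists passed. The 5′ end alone gave 204 lower from P14 to P60. The arcsine square root scale gave 40, 21 and 53 higher promoters and 959 lower from P14 to P60. Testing genes marked in 1 or more libraries gave 12 higher from P7 to P60 and 12 lower from P14 to P60, where more genes enter the adjustment.

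Without the 3 libraries with narrow peaks, covered length changed by -6.72 Mb (exact p = 0.417), the promoter share of peaks by -2.10 points (exact p = 0.0333) and mature granule neuron genes by -13.1 points (adjusted exact p = 0.428), and 0 lists passed, with a single P60 library left. Promoters called were 0 higher and 0 lower from P7 to P14 (limma, 897 at unadjusted p under 0.05), 0 lower from P14 to P60 (736) and 387 lower from P7 to P60. The single P60 library was assumed to vary like the other groups. Regions gained were 1012, 1640 and 1752, and regions lost from P14 to P60 3660, as fewer libraries must share a region.

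Leaving out each library in turn changed covered length from P7 to P60 by between -9.17 and -5.25 Mb (exact p between 0.025 and 0.139), the promoter share of peaks by between -19.8 and -8.68 points and mature granule neuron genes by between -15.1 and -11.4 points (adjusted exact p no longer passing without P60 replicates 1, 2 and 3, at 0.117, 0.118 and 0.0750, or without P7 replicate 1 or P14 replicate 2, at 0.05). Regions lost ranged between 650 and 1490 from P7 to P14, 1256 and 2803 from P14 to P60 and 2370 and 3760 from P7 to P60, and regions gained between 368 and 1012, 99 and 823, and 135 and 922. Promoters higher ranged between 5 and 80, 0 and 5, and 17 and 41, and promoters lower between 174 and 978 from P7 to P14 and 0 and 1107 from P14 to P60. Between 0 and 13 lists passed. Regions gained in Kdm6b-cKO ranged between 5232 and 10132 and regions lost between 45 and 848.

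A replicate block, with replicate number as a term of the limma model, gave 3 higher and 233 lower promoters from P7 to P14, 0 and 0 from P14 to P60 (limma, 1060 at unadjusted p under 0.05) and 11 and 2044 from P7 to P60. Of these, 233, 0 and 2043 lower ones were also called without the block. Correlations of libraries with the same number in different stages lay between -0.216 and 0.249 and those with different numbers between -0.265 and 0.214, and 4 of 9 libraries were closest to one of their own number, so the numbers were not read as pairs.

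Not run were the gene-based results of the Kdm6b lists and all their alternatives: promoter share of peaks, promoter share of gained and lost regions, promoters higher and lower, gene lists, overlap with promoters lost with age, and named genes. Their positions were not matched to the gene annotation used here, since most of them did not line up with the age series.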

Other observations

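The histone genes and the 4 tests named as such below were chosen only after the result was seen: both tests with every list kept to the same covered length and both tests of positions in the Kdm6b lists. Replication-dependent histone genes, which are transcribed in dividing cells, gained H3K27me3 peaks, against the direction of most limma calls (2347 lower and 31 higher from P7 to P60). Of 67 histone genes, none was marked in any P7 library, 0, 16 and 6 were marked in the P14 libraries, and 39, 41 and 41 in the P60 libraries. Their mean promoter coverage was 0% at P7, 0.755 ± 0.654% at P14 and 3.84 ± 1.28% at P60 (two-sided exact permutation p = 0.0143, marked in 3 of 3 P60 libraries). The granule neuron progenitor list, which also belongs to dividing cells, had coverage of 12.8% at P7 and 1.95% at P60.

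Of the 24 promoters marked in every P60 library and in no earlier one, 19 were histone genes of the cluster on chromosome 13, between 21722044 and 23764406. The other 5 included Gnb4, Hdac1 and Aass. Neighbouring histone genes share TSS windows and peaks, so they are not independent. From P7 to P60, 35 of 68 gained promoters were histone genes. In other settings that number lay between 6 of 12 gained promoters (peaks of 300 bp or more) and 41 of 284 (narrow-peak libraries left out). It was 21 of 23 with −log10 q of 2 or more and 37 of 126 without P60 replicate 3. With every list kept to the same covered length it was 26 of 121. Reads shared between near-identical histone genes were not tested, and no explanation is offered.

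Whether shorter P60 lists made the excess of lost over gained regions from P7 to P60 stays open: with every list kept to the same covered length the ratio of lost to gained regions was 0.258, but narrower P60 peaks give that direction by construction, and equal numbers of peaks left 1353 lost and 102 gained. The promoter excess among lost regions stayed when list size was equalised. With equal numbers of peaks its odds ratio was 5.84 (95% interval 3.71 to 9.20), which argues against fewer P60 peaks as the source. At equal covered length it was 20.6, but narrow P60 regions may raise that value, so less covered length at P60 stays open. With −log10 q of 4 or more it was 13.8 (5.44 to 35.1). The excess did not pass with peaks of 300 bp or more (1.62, 0.605 to 4.32) or with 50 percent of each region covered (1.93, 0.798 to 4.65). These settings do not equalise list size and left 16 and 20 gained regions. GC content is argued against by a Mantel-Haenszel odds ratio of 2.77 (95% interval 1.81 to 4.24) over 10 strata. Median GC content differed little between lost and gained regions (55.6 and 53.9%). Median CpG density (35.5 against 14.4 per kb) and width (1659 against 490 bp) differed more. No strata of either were tested, so both stay open. The 63 Hox and other-lineage promoters lost by P60 ranked below kept ones in the P7 lists with a probability of 0.875 (95% interval 0.841 to 0.907), as peaks falling under the call threshold would give (median percentiles 54.8 and 84.5). Over all 1265 lost promoters against 663 kept ones the probability was 0.793 (0.773 to 0.814), which lies between the bounds set for and against that explanation, so for these a true loss and a fall under the threshold cannot be told apart. Age, the difference the design names, stays open and cannot be separated from list length while the reads per library are unknown.

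The fall of mature granule neuron promoters from P7 to P14 was set against shorter P14 lists and against the single narrow P14 library. Random lists matched on P7 coverage argue against the first as the whole cause, with the list at percentile 0 of 10000 (-10.8 points against a median of -5.79), although the olfactory control, with a far smaller change, also lay at percentile 0.06. Without P14 replicate 1 the list was again at percentile 0 (-9.56 against -4.02), while progenitor genes were at percentile 99.95 (0.490 against -3.48). A loss tied to the maturation of granule neurons could account for a fall beyond matched genes, as a hypothesis that was not tested. A changed share of granule neurons in whole cerebellum was not tested either and stays open.

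In most blocks of 5 Mb the Kdm6b lists shared little with the age series at no shift, with a median of 2.22% of P14 peak length. The largest share at no shift was 96.3%, in the first block of chromosome 9. The first blocks of chromosomes 4, 6 and 18 also lined up with no shift (85.3, 70.8 and 70.3%). Another coordinate system is a candidate explanation: the best of the near shifts shared over 2 times as much as the best of as many distant shifts in 90.3% of 390 blocks (median 60.9% against 11.5%, a bound set with these values in view), and 212 of 292 pairs of neighbouring blocks had the same shift. P7 and P14 lists shared 64.0% with no shift and were best within 1 kb of no shift in 390 of 390 blocks. Marks at other sites in these animals are argued against, since the share at the best near shift was 5.28 times that at distant shifts, a bound reworded after a first version left the question undecided (0.633). The build that would match was not tested, so these lists were used among themselves only.

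Other splits of the libraries bear on the limma counts. With 6 libraries, 1 of 10 splits gave as many promoters, the real one, in each comparison: 615 from P7 to P14 with 0 in the highest other split, 106 from P14 to P60 with 1, and 2378 from P7 to P60 with 0, and 10 splits are too few for a share under 0.05. For promoters that differed between any stages, 1991 were called with the real stages and at most 603 in the other partitions drawn, so 1 of 100 was as large and chance was excluded there.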
